A study of Mus musculus with 2 samples. Its data were reported in "Aldh1a2+ fibroblastic reticular cells regulate lymphocyte recruitment in omental milky spots" (2023).

How the data were processed

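Gene expression was measured by RNA-seq in the whole omentum of mice given diphtheria toxin (DT). The omentum is a sheet of abdominal fat that carries milky spots, which are small clusters of lymphocytes, macrophages and stromal cells. One library came from wild-type (WT) mice and one from Postn-DTR mice, which carry the diphtheria toxin receptor at the Postn locus, so that cells using the Postn promoter die after DT. Both libraries were made 5 days after DT. The group of each library came from its genotype label. Whether a library was made from a single mouse or from a pool was not stated.

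Per the labels, total RNA was extracted with a miRNeasy kit and libraries were made with a stranded TruSeq mRNA kit, which selects polyadenylated RNA. The authors deposited FPKM, which is the number of fragments scaled to transcript length and to the number of mapped fragments, with one value per gene symbol in each library. The quantification tool, genome build, annotation and sequencing depth behind these FPKM were not stated for these libraries. Each library listed the same 24346 gene symbols, and 23310 of them (95.7%) had a match in GENCODE mouse release M21, whose coordinates are on GRCm38. Positions and transcript lengths were taken from that release, which may differ from the annotation the authors used.

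With 1 library per genotype, no spread between replicates could be measured and no test between genotypes was possible, so no p-value is given and no difference has a replicate check. The comparison for each gene was the change of log2(FPKM + 1), Postn-DTR minus WT, which understates the change of genes with low FPKM. The 13127 genes with a mean FPKM of at least 1 over both libraries were compared. A gene was counted as lower or higher when this change reached 2-fold. Fold values quoted for single genes are ratios of the deposited FPKM without the pseudocount.

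Gene lists were written before the data were examined, as were the alternatives unless stated otherwise. There were 32 lists. They covered the Postn locus, markers of Aldh1a2+ FRCs (P1), markers of the Ccl11+ Aldh1a2+ cluster, FRC-associated genes, homeostatic chemokines, retinaldehyde dehydrogenases, retinoic acid response, mesothelial markers, endothelial and HEV markers, T cell genes, pan-B, B2 and B1 B cell genes, macrophage genes and lymphocyte genes lower in the study's single cells. They also covered pancreatic acinar and islet genes, de novo lipogenesis, adipocyte identity, thermogenic adipocyte, collagen and matrix, fasting and glucocorticoid response, acute inflammation, interferon response and MHC class II genes. The others were male-specific, female-specific, skeletal muscle, erythrocyte, proliferation, immediate early and housekeeping genes. For a list with at least 3 genes compared, the median change was placed among the medians of 10000 random lists of the same size, matched on mean expression in 50 bins. A list was called outside the random lists when its median lay under the 2.5 or above the 97.5 percentile. This describes the 2 libraries and is not a test of the genotypes. Some lists share genes with each other, such as Ccl19, Postn and Aldh1a2. The lipogenesis list was written after reading the study, and 12 of its 16 genes are among the 39 genes of the high-expression filter described in the report, so it is not independent of these libraries. The shared number was 4 for the acinar list, 3 for collagen and matrix, 2 for the Ccl11+ cluster, and 1 each for FRC-associated genes, chemokines, adipocyte identity, MHC class II and thermogenic genes.

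Genes were named by a rule fixed beforehand: members of the lists, the 10 largest decreases and 10 largest increases among genes compared, and the 10 genes with the highest WT FPKM among those at least 2-fold lower. A gene named outside this rule is identified as chosen after its values were seen. Ighd and Hbb-bt were not analysed here.

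Depth was estimated from low values. Among 723 genes with FPKM above 0 and under 0.1 in both libraries, 174 had a Postn-DTR to WT ratio of 0.967, and 78.4% lay on small whole-number multiples of it, against 2.63% after the genes were shuffled. The Postn-DTR library was therefore placed at 1.03 times the depth of the WT library. From genes with 1 transcript in the annotation, the denominators were estimated at about 23300000 fragments for WT and 24100000 for Postn-DTR, with an effective length reduced by about 202 bp. Among low genes, 75.6% of values in WT and 74.9% in Postn-DTR came out as whole reads. These shares come from the libraries that gave the denominators and have no shuffled value beside them, so they are not an independent check. One read in a 2 kb transcript corresponded to 0.0239 FPKM in WT and 0.0231 FPKM in Postn-DTR, and an FPKM of 1 to about 41.9 and 43.3 reads. These depths are approximate, because they rest on annotated lengths. The floor was set at 3 reads, and a fold against a value at or under the floor is given as a lower bound. Read numbers and floors cover counting error only.

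The alternatives were pseudocounts of 0.1 and 5, no filter and minimum mean FPKM of 10 and 50, thresholds of 1.5-fold and 3-fold, centring on the median change of genes with a mean FPKM of at least 10, scaling to the 75th percentile or to Gapdh, and removal of the acinar genes followed by rescaling both libraries to the same FPKM total. The high-expression filters, which used the FPKM ratio without a pseudocount, and the removal of microRNA and snoRNA genes were chosen after the data were seen. The procedure was tested on simulated data. With 200 changed genes among 12581, it recovered 200 and made 0 false calls. The simulated changes were well above 2-fold, lay in genes well above the expression minimum and carried counting error only. Recovery of changes near 2-fold or of genes with low FPKM was therefore not checked. Of 20 changed lists, each made only of lowered genes, 20 lay outside the random lists, as did 2 of 100 unchanged lists. The simulated depths were recovered with errors of only 2.8e-13% for WT and 4.0e-13% for Postn-DTR. The simulation therefore checks the computation, and not how the calls behave with spread between animals. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.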

Results

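To find genes that depend on Aldh1a2+ fibroblastic reticular cells (FRCs), the stromal population called P1 in the study, RNA-seq was performed on entire omenta 5 days after DT injection, from WT mice and from Postn-DTR mice. P1 cells make a retinaldehyde dehydrogenase, an enzyme of retinoic acid synthesis, and use the Postn promoter. There was 1 library per genotype, so none of the differences has a replicate check. The FPKM summed to 542190 in WT and 671882 in Postn-DTR. An FPKM above 0 was listed for 17319 genes in WT and 17234 in Postn-DTR, and 6377 genes were at 0 in both. The most abundant transcript was Cfd in WT, with an FPKM of 7764 (1.43% of the sum), and Saa3 in Postn-DTR, with an FPKM of 22469 (3.34%). The libraries had similar estimated depths of about 23300000 and 24100000 fragments.

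The targeted locus was examined first. Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037 on the plus strand, GRCm38) had an FPKM of 58.3 in WT and 16.2 in Postn-DTR. Its log2(FPKM + 1) change was -1.79, and 0.80% of the 500 genes nearest to it in mean expression had a more negative change. The value was lower in the library labelled Postn-DTR under all 6 alternatives tried for it, with changes from -2.12 to -1.58. The receptor cassette interrupts 1 of the Postn copies in these mice, and loss of that copy alone would lower Postn 2-fold if both copies were equally active. The measured decrease was 3.61-fold. The remaining P1 markers did not move together. Aldh1a2 (ENSMUSG00000013584, chromosome 9, 71215789 to 71296243 on the plus strand) had an FPKM of 85.5 in WT and 63.3 in Postn-DTR, a change of -0.43. Phex was at 0.340 in WT and 0.0137 in Postn-DTR, under the expression minimum. In estimated reads this was 48.0 against 2, which is under the floor, so Phex was at least 16.5-fold lower. Ptx3 rose from 1.40 to 6.30. Adm changed by -0.11 and Tek, which encodes TIE2, by -0.21. Ace, which encodes CD143, changed by 0.28, a direction that turned to -0.053 when the acinar genes were removed and both libraries were rescaled to the same total. Of the 7 P1 markers 6 passed the expression minimum. Their median change was -0.16, and 10.1% of random lists had a median as low, so this list did not stand apart from matched genes.

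Over all 13127 genes compared, the correlation of log2(FPKM + 1) across genes was 0.925 (Pearson), where genes are not independent replicates. The median change was 0.02, and the middle of the distribution from the 5th to the 95th percentile reached from -0.79 to 0.87. At least 2-fold lower in Postn-DTR were 410 genes (3.12%), and at least 2-fold higher were 509 (3.88%). The other 12208 genes (93.0%) stayed within 2-fold. These counts depended on the filter and the threshold. With FPKM of at least 100 in WT and at least 1 in Postn-DTR, a filter chosen after the data were seen and read on the FPKM ratio without a pseudocount, the number of lower genes was 39, of which 38 were among the 410, and with a 1.5-fold threshold it was 1160. They also depended on scaling. Higher genes made up 55.4% of the changed genes, but 28.1% once the acinar genes were removed and both libraries were rescaled to the same total, which moved the median change of all genes by -0.30. Changes of that size in a single gene can therefore not be separated from scaling.

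**Figure D1:**
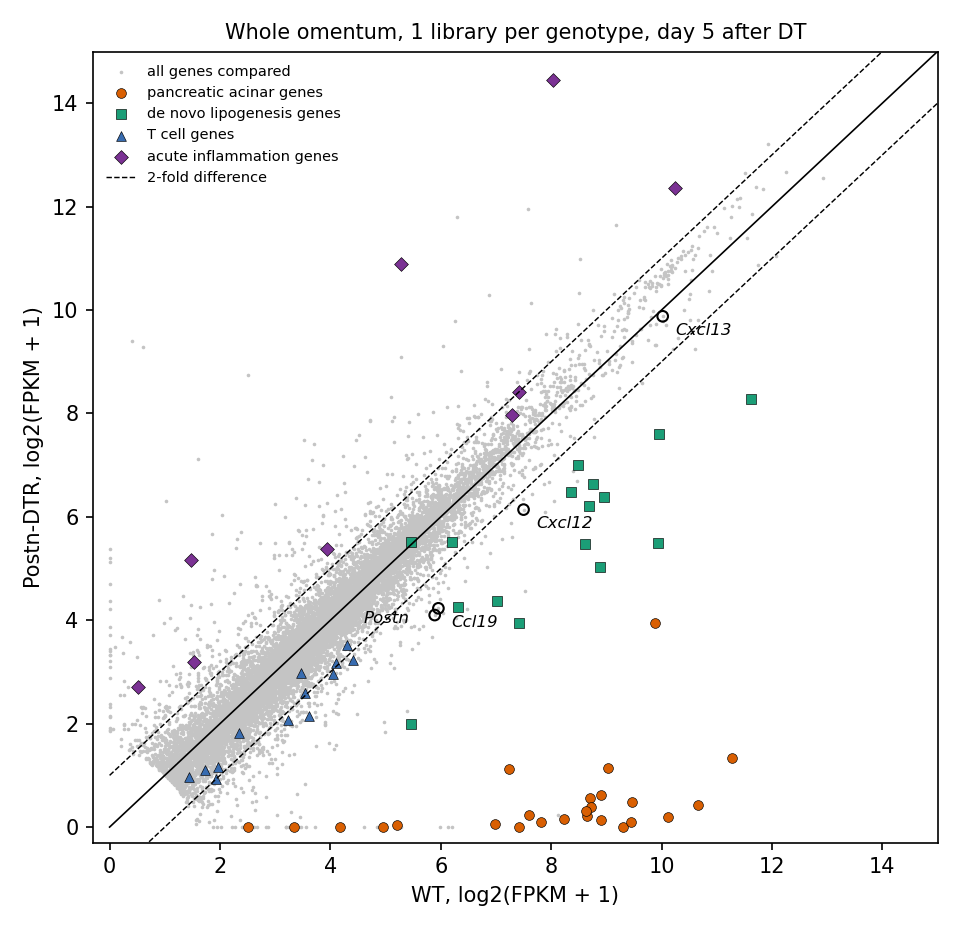
Each point is 1 of the 13127 genes compared, with log2(FPKM + 1) in the WT library on the x axis and in the Postn-DTR library on the y axis. Dashed lines mark a 2-fold difference, and the acinar genes lie along the bottom, with a summed FPKM of 12573 in WT and 21.6 in Postn-DTR.

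The comparison was made to find how lymphocytes are recruited, and homeostatic chemokines were therefore examined one by one. Cxcl12 (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367 on the plus strand) fell from an FPKM of 180.0 in WT to 69.5 in Postn-DTR, which was 2.59-fold lower with a change of -1.36. It stayed lower under all 6 alternatives, from -1.70 to -1.31. Among its 500 nearest genes in mean expression 2% had a more negative change. Ccl19 (ENSMUSG00000071005, chromosome 4, 42754525 to 42756577 on the minus strand) fell from 61.1 to 17.8, which was 3.44-fold lower with a change of -1.73. Cxcl13 was at 1038 in WT and 940.4 in Postn-DTR, a change of -0.14. Cxcl16 had an FPKM of 28.6 and 34.2, and its change of 0.25 became -0.085 after the acinar genes were removed and the totals made equal. Ccl21a had an FPKM of 17.0 and 18.6, and its change of 0.12 became -0.20 under the same setting. Ccl21a has near-identical copies in the mouse genome, so its FPKM is uncertain. Of the 4 chemokines other than Cxcl12, 1 was thus at least 2-fold lower, and this number was the same under all 6 alternatives. The median change of the 5 chemokines was -0.14, and 8.18% of random lists were as low. For the receptors, chosen after their values were seen, Cxcr4 changed from 18.5 to 33.0 and Cxcr5 from 17.4 to 8.17.

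**Figure D2:**
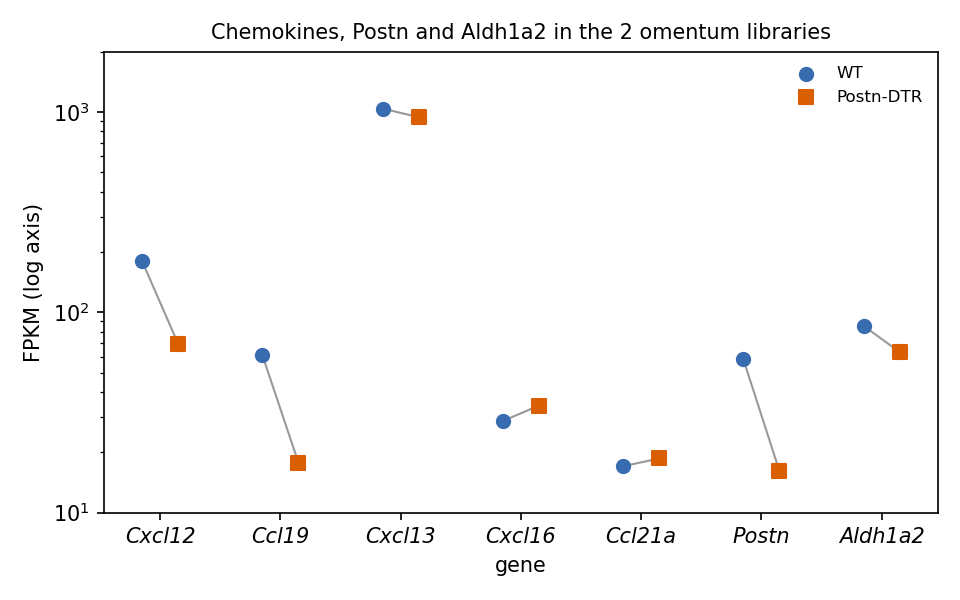
FPKM on a log axis of 5 chemokines, Postn and Aldh1a2 in the WT library (circles) and the Postn-DTR library (squares), with 1 value per library and no error. Cxcl12 (180.0 and 69.5), Ccl19 (61.1 and 17.8) and Postn (58.3 and 16.2) differ by more than 2-fold, and the other 4 genes by less.

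Other stromal lists were compared to see whether the difference was limited to P1. The 10 FRC-associated genes had a median change of -0.56, and 0 of 10000 random lists had a median as low. The members moved apart. Dpt fell from 236.9 to 67.3 and Matn2 from 24.7 to 9.91, as Ccl19 did, whereas Vcam1 (30.3 and 31.9) and Eng (75.2 and 76.2) changed little. Single-cell data place Aldh1a2 in a Ccl11+ fibroblast cluster. Markers of that cluster had a median of -1.19 over 4 genes, as low as in 30 of 10000 random lists. Clec3b fell from 353.9 to 101.8, Gsn from 1566 to 605.1 and Ccl11 from 23.8 to 11.3, and Mfap5 rose from 78.4 to 109.7. The 11 collagen and matrix genes had a median of -0.61, with 10 of them lower and 0 of 10000 random lists as low. Mesothelial markers moved apart, with Lrrn4 falling from 62.7 to 29.2 and Msln rising from 37.2 to 67.9. Their median was 0.03 over 4 genes, which lay inside the random lists and turned to -0.062 after centring, -0.048 after scaling to the 75th percentile and -0.31 at equal totals. For vessels, which display CXCL12 in milky spots, the 7 endothelial and HEV markers (high endothelial venules, where lymphocytes leave the blood) had a median of -0.13, with 4 lower and 3 higher, as low as in 16.9% of random lists. Pecam1 was at 109.0 and 109.5, with no stable direction: its change of 0.01 became -0.084 after centring, -0.070 after scaling to the 75th percentile and -0.33 at equal totals. Glycam1, which is expressed by HEVs, fell from 10.6 to 0.775, or 13.7-fold. This rested on about 80.8 and 6.09 estimated reads. The HEV genes Madcam1 (1.51 and 0.988) and Chst4 (1.43 and 1.80) were close to the expression minimum.

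The enzymes of retinoic acid synthesis did not share a direction. Aldh1a1 rose from 66.6 to 122.7 while Aldh1a2 fell, and Aldh1a3 went from 4.19 to 1.69. The median of the 3 was -0.43, as low as in 4.76% of random lists. Of 7 retinoic acid response genes 6 were higher in Postn-DTR, with a median change of 0.57, and 44 of 10000 random lists had a median as high. Cyp26a1, which encodes an enzyme that degrades retinoic acid, rose from 0.190 to 9.33, Stra6 from 7.43 to 17.5 and Rarb from 3.08 to 6.63.

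To compare leukocyte content, lists of lineage genes were used. All 13 T cell genes were lower in Postn-DTR. Their median change was -0.94, with 0 of 10000 random lists as low, and the largest shift under an alternative was to -0.61, with a pseudocount of 5. Cd4 fell from 11.3 to 3.41 and Lck from 20.3 to 8.37. The 6 pan-B cell genes were all lower, with a median of -0.59, as low as in 6 of 10000 random lists, and Ms4a1 fell from 56.8 to 23.6. For B2 B cells, the recirculating subset, 2 genes were compared and both were lower. Fcer2a fell from 30.6 to 3.10 and Cr2 from 5.25 to 0.573, and their median change was -2.47. The 4 B1 B cell genes had a smaller median of -0.58, as low as in 120 of 10000 random lists. Their changes were -1.34 for Cd5, -0.62 for Zbtb32, -0.54 for Spn and -0.14 for Bhlhe41. Whole tissue does not show which cells these transcripts came from, so the median cannot be assigned to B1 B cells alone. Whether the B2 and B1 values differ was not tested, since 2 genes are too few for a random-list comparison. For macrophages, the study counted unaltered cell numbers in the omentum 5 days after DT. The 8 macrophage genes were nonetheless all higher here, which does not show that macrophages were more numerous. Their median change was 0.68, and 41 of 10000 random lists had a median as high. Itgam rose from 46.8 to 251.9, Adgre1 from 41.1 to 137.6 and Cd68 from 113.8 to 369.4. MHC class II genes went the other way, with 5 of 5 lower and a median of -0.97, as low as in 5 of 10000 random lists. A short list held Rps21, Tmsb10, Ly6d and Cd52, which were lower in Postn-DTR lymphocytes in the study's single-cell data. Their median change in whole omentum was -0.24, as low as in 3.41% of random lists, with 3 genes lower and Rps21 higher, at 1156 and 1725. At equal totals the median was -0.58, as low as in 1.93% of random lists, which placed the list outside them.

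Adipocytes make up most of the omentum. De novo lipogenesis genes were lower, with 15 of 16 in this direction, a median change of -2.52 and 0 of 10000 random lists as low. Fasn fell from 977.9 to 44.0, or 22.2-fold, and Scd1 from 3168 to 308.2, or 10.3-fold. The exception was Mlxipl, at 42.9 and 44.4, a difference smaller than the shift between scalings. The 4 lipogenesis genes outside the 39-gene filter had a median of -1.37, and 3 of them were lower. Adipocyte identity genes had a smaller median of -0.55 over 13 genes, with 0 of 10000 random lists as low. Adipoq went from 955.2 to 635.9 and Plin1 from 321.5 to 189.1. The thermogenic list had 2 genes compared, with a median of -1.36.

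Pancreatic acinar genes were listed because the pancreas adjoins the omentum. All 25 compared were lower, with a median change of -8.09 and 0 of 10000 random lists as low. Their summed FPKM was 12573 in WT (2.32% of all FPKM) and 21.6 in Postn-DTR (0.00321%). The 10 largest decreases of all genes were Cela2a, Ctrb1, Clps, Pnlip, Try4, Prss2, Zg16, Cpb1, Cpa1 and Sycn, all from this list, and 6 of the 25 genes were listed at 0 in Postn-DTR. Cela2a went from 1628 to 0.351. Against the larger of the measured value and the floor, the genes were at least 22.1-fold to 7150-fold lower, with a median of 1124-fold. These folds are lower bounds for the 13 genes at or under the floor in Postn-DTR and measured ratios for the other 12. The trypsinogen genes of this list are near-identical copies, so values of single members are uncertain. None of the 6 islet genes passed the expression minimum. Among lower genes, the 10 with the highest WT FPKM were Car3 (4329 and 2109), Scd1, Ctrb1, Cela2a, Gsn, Clps, Thrsp (988.8 and 194.6), Fasn, Cela1 and H2-Eb1 (796.2 and 381.6), of which 4 were acinar genes and 3 lipogenesis genes.

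The high-expression filter that left 39 genes was also read without its minimum in Postn-DTR. It then gave 57 genes. The 18 added genes all had an FPKM under 1 in Postn-DTR, and 16 were on the acinar list. The other 2, chosen after their values were seen, were Reg2 (231.7 and 0.0846) and 2210010C04Rik (278.2 and 0.171). Within the 39 genes 4 were acinar and 12 lipogenic. Cxcl12 ranked 27 by fold, and Ccl19 was left out because its WT value was under 100. The mirrored filter, with FPKM of at least 100 in Postn-DTR and at least 1 in WT, gave 112 higher genes.

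The 10 largest increases were Saa1, Saa2, Saa3, Arg1, Lcn2, Serpina3m, Mt2, Mir29c, Spp1 and Mir5098. Saa3 (chromosome 7, 46711998 to 46715700 on the minus strand) rose from 259.5 to 22469, or 86.6-fold. Saa1 rose from 0.318 to 677.3 and Saa2 from 0.526 to 626.6. These are near-identical neighbours, so their separate values are uncertain. Lcn2 rose from 37.7 to 1908, Arg1 from 4.68 to 427.3, Serpina3m from 2.03 to 138.1, Spp1 from 1.02 to 78.3 and Mt2 from 77.4 to 3543. Mir29c and Mir5098, listed at 0 in WT and at 40.7 and 35.8 in Postn-DTR, are microRNA genes. Of 46 microRNA and snoRNA genes compared 31 (67.4%) changed at least 2-fold, against 833 of 12218 protein-coding genes (6.82%).

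The acute inflammation list was higher in 9 of 9 genes, with a median change of 2.12, and the fasting and glucocorticoid response list in 10 of 10, with a median of 1.55. For both, 0 of 10000 random lists had a median as high. Immediate early genes were higher in 6 of 6 genes, with a median of 1.22 and 0 of 10000 random lists as high. Erythrocyte genes had a median of 1.55 over 3 genes, as high as in 2 random lists, although Hbb-bs, at 0.00240 and 33.9, shares reads with its paralogs and is uncertain. Interferon response genes had a median of -0.24 over 8 genes, as low as in 2.28% of random lists, but in 3.17% when a mean FPKM of at least 10 was required, which placed the list inside them. Proliferation genes had a median of -0.28 over 6 genes, as low as in 6.66%. The 7 housekeeping genes had a median of 0.19, inside the random lists, which became -0.13 at equal totals. Gapdh, the reference gene of the study's quantitative PCR of chemokines, changed little. Its FPKM was at 739.2 and 733.0. Rpl13a, the reference gene of its comparison between tissues, rose from 877.2 to 1393, a change of 0.67. Of 2 skeletal muscle genes 1 was lower and 1 higher, with a median of 0.07. Xist, expressed from the inactive X chromosome of females, was at 7.71 in WT and 15.7 in Postn-DTR, a change of 0.94. The 4 male-specific genes were also present in both libraries and lower in Postn-DTR, with a median of -1.04, as low as in 3 of 10000 random lists. Of all 32 lists 26 had enough genes for a percentile. Of these 18 lay outside the random lists, 12 lower and 6 higher. If the genes of a list varied independently, 1.3 would fall outside. Most lists hold genes of a single cell type or pathway, which can vary together, so 18 against 1.3 does not measure an excess.

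**Figure D3:**
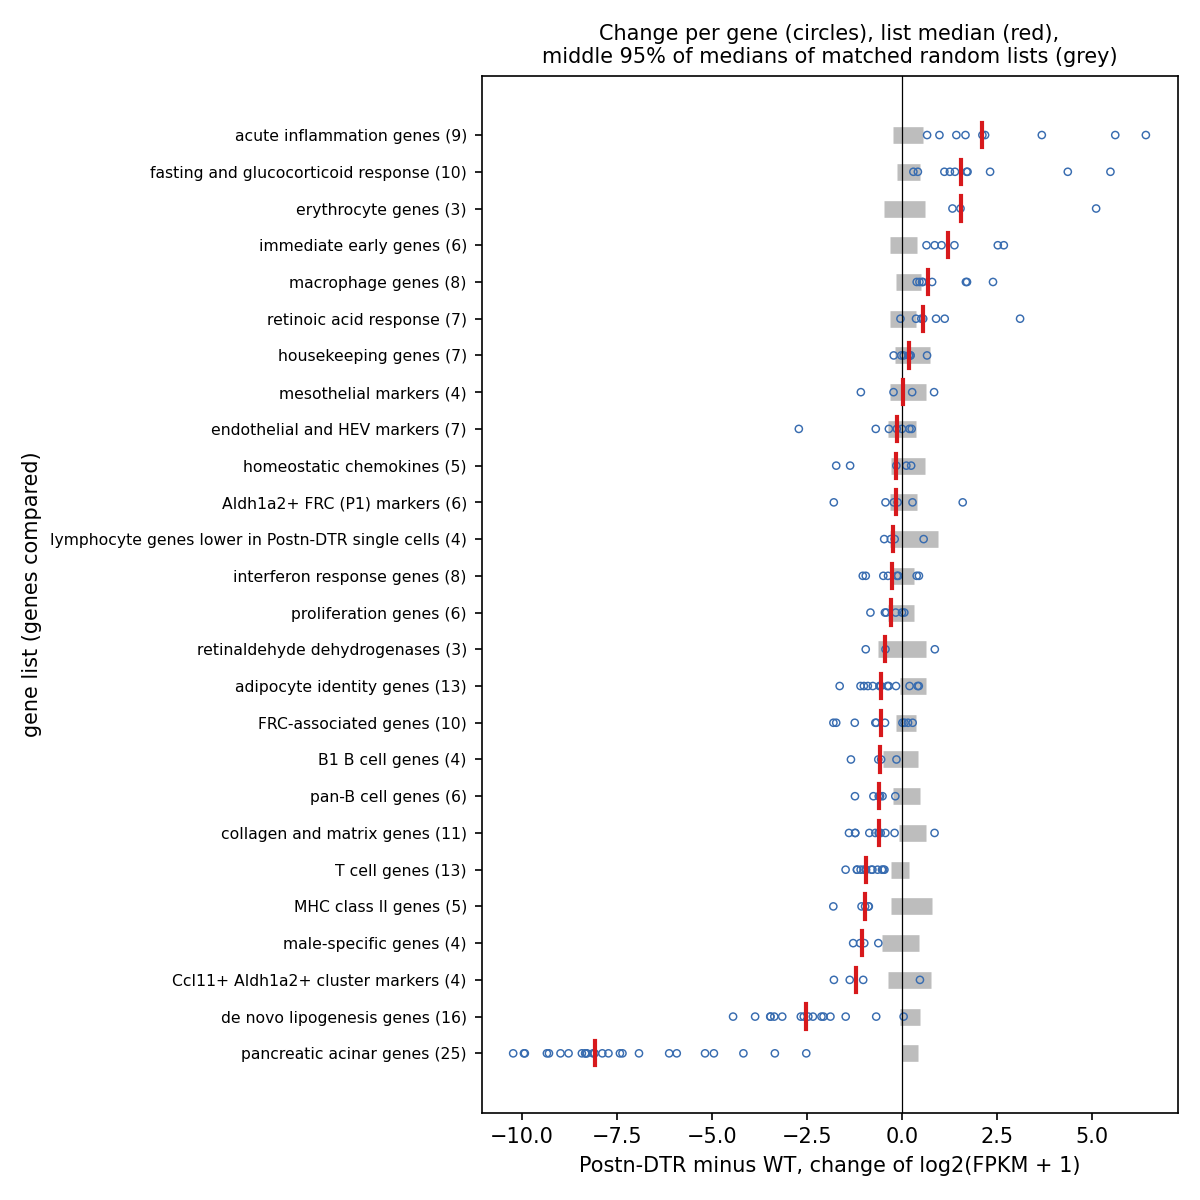
Change of log2(FPKM + 1), Postn-DTR minus WT, of each gene (circles) in the 26 lists with at least 3 genes compared, ordered by the list median (red). Grey bars reach from the 2.5 to the 97.5 percentile of the medians of 10000 random lists matched on expression, and the medians of 18 lists lie outside them, from -8.09 for acinar genes to 2.12 for acute inflammation genes.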

Values the study reported

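The study reported 39 genes lowered to 0.5-fold or less in whole omenta of Postn-DTR mice relative to WT. By flow cytometry 24 h after DT, it reported that P1 made up 3.1 ± 0.8% of CD140a+ cells in WT and 0.4 ± 0.2% in Postn-DTR mice.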

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

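The counts of changed genes moved most with the settings. The 410 lower genes became 643 with a pseudocount of 0.1 and 168 with a pseudocount of 5, 173 and 62 with a mean FPKM of at least 10 and 50, 153 at 3-fold and 1160 at 1.5-fold. With the acinar genes removed and both libraries rescaled to the same total they became 785, of which 385 were among the 410. The 509 higher genes became 287 with a pseudocount of 5, 303 and 134 with the mean FPKM minimums of 10 and 50, 307 at equal totals, 199 at 3-fold and 1294 at 1.5-fold. Stricter filters, a higher threshold and a larger pseudocount lower a count by construction, and the opposite choices raise it. Equal totals moved the median change of all genes by -0.30, because the Postn-DTR FPKM summed to more, and moved genes with low FPKM by less. Under high-expression filters chosen after the data were seen and read on the FPKM ratio without a pseudocount, 39 genes were lower with an FPKM of at least 100 in WT and at least 1 in Postn-DTR, 57 without that second minimum, and 112 were higher under the mirrored filter. Of these 38, 56 and 111 were among the 410 lower or 509 higher genes. Leaving out microRNA and snoRNA genes kept both counts within 1.5 times.

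The changes of Postn and Cxcl12, the number of other chemokines at least 2-fold lower, and the lists for P1 markers, FRC-associated, T cell, pan-B cell, macrophage, endothelial, lipogenesis and acinar genes kept their direction and their place inside or outside the random lists under each alternative run for them. The acinar list could not be computed with its genes removed.

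Of 347 other values under an alternative, 321 kept direction and side of the threshold, 9 became weaker, 7 stronger and 10 reversed. For the lists among them, an unchanged side under centring or scaling again adds no support. All reversals began from changes between 0.01 and 0.28. At equal totals Ace became -0.053, Ccl21a -0.20, Cxcl16 -0.085 and housekeeping genes -0.13. Pecam1 became -0.084 after centring, -0.070 at the 75th percentile and -0.33 at equal totals, and mesothelial markers -0.062, -0.048 and -0.31. The shift of all genes under these scalings accounts for the sign of such small values.

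No paired analysis was possible because there was 1 library per genotype. Leaving out a replicate was not possible for the same reason. Depth limited Phex, with about 2 reads in Postn-DTR, Glycam1, with about 6.09, and 13 of the 25 acinar genes, which were at or under the floor in Postn-DTR and whose folds are lower bounds.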

Other observations

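The tests of pancreas carry-over, adipocyte number, food intake or stress, and the sex of the animals were written before the results were seen, and the other tests in this part were chosen after. With 1 library per genotype, each difference is also confounded with whatever else differed between the 2 tissues, and every explanation offered here is a hypothesis.

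The count of lower genes here was 410. That is higher than the number quoted from the study above. A filter with FPKM of at least 100 in WT and at least 1 in Postn-DTR, read on the FPKM ratio without a pseudocount, gave the quoted number, although it was found after that number was known. On the log2(FPKM + 1) change 38 of those genes passed. With a WT minimum of 50 instead, the count was 70. The minimum in Postn-DTR has a side effect, since it removes the genes that fell furthest. Of the 18 genes it removed, 16 were acinar.

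The digestive enzyme transcripts have a candidate explanation in pancreas tissue carried over with the WT omentum. If so, other acinar genes should fall too. Cpa1, Cpb1, Pnlip, Clps and Cel were named for this test beforehand, and each was at least 1396-fold lower in Postn-DTR. Cela1 fell less, by a factor of 65.0, so the genes did not all share a single factor. Of the 26 acinar genes 25 had an FPKM of at least 1 in WT and 4 in Postn-DTR, so the omentum without this signal expressed few of them. The islet genes stayed low in both libraries, with a summed FPKM of 0.251 in WT and 0 in Postn-DTR, so no islet signal accompanied it at this depth. Exocrine fragments may then account for 4 of the 39 high-expression genes and 20 of the 57 without a minimum. Ectopic acinar cells in the WT omentum were not tested.

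Lipogenesis genes formed the other large group among the lower genes. A smaller number of adipocytes in the Postn-DTR library cannot be the whole cause. Adipocyte identity genes had a median change of -0.55 against -2.52 for lipogenesis genes. Since 10 of the 13 identity genes were lower, fewer adipocytes could be a part of the cause. The summed FPKM of the identity genes fell 1.07-fold against 6.92-fold for lipogenesis genes. That sum was led by Cfd (7764 and 5976) and by Fabp4, which rose (4879 and 6519). Different food intake or stress could account for the lower lipogenesis genes, since fasting and glucocorticoid response genes had a median change of 1.55, with 10 of 10 higher. The metallothioneins Mt1 and Mt2, which also respond to inflammation, did not carry this: the 8 other genes had a median of 1.33 and all 8 were higher. Acute inflammation genes had a median change of 2.12, so inflammation and fasting cannot be told apart as the source of the lipogenic difference, because both signatures were high in the same single library. All 10 fasting genes and 8 of 9 inflammation genes also had an FPKM of at least 1 in WT. The study saw an enlarged cecum in some Postn-DTR mice after DT and proposed damage to stomach or colon as a possible cause. It did not exclude systemic effects of the ablation. Such effects stay open and untested here. So do loss of P1 cells as the source of the inflammation, cell death after DT, and an unrelated illness.

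Genes lower in Postn-DTR might have been displaced by abundant acute-phase transcripts, since Saa3 alone took 3.34% of the summed FPKM. The acute inflammation genes with Saa1 and Saa2, 11 genes in all, took 0.341% of the FPKM sum in WT and 4.71% in Postn-DTR. That share would change the log2 value of every other gene by -0.065, far short of 2-fold, so displacement by these transcripts cannot be the whole cause of the lower genes. The median change of all genes does not settle the point, since it was 0.018 as deposited and -0.28 at equal totals. For T cell genes, dilution by a larger share of myeloid RNA may be asked as well. It would lower the genes of other cell types alike. The FRC-associated, matrix, mesothelial, endothelial and adipocyte identity lists held 45 genes, of which 32 were lower and 13 higher, with a median change of -0.55 against -0.94 for T cell genes. Of 10000 draws of 13 of these genes, 70 had a median as low as the T cell genes, although the genes are not independent. Dilution can therefore not be the whole cause, but it could be a part of it, since most of these genes fell too. Fewer T cells, or lower expression per cell, remain open.

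Ccl19 fell further than Cxcl12 here, by 3.44-fold against 2.59-fold. The study described Ccl19 as comparable between the genotypes by quantitative PCR. The depth was ample, at about 773.6 and 232.7 estimated reads, and the change stayed between -2.06 and -1.54 under the alternatives. Neither bears on variation between animals, so the replicated assay carries more weight. Whether the difference lies in these particular animals or in the assay was not tested.

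Retinoic acid response genes are of interest because the population removed makes retinoic acid. A fall of retinoic acid signalling across the whole omentum is not what these genes showed: their median change was 0.57, with 6 of 7 higher, and the lowest median under an alternative was 0.24. Cyp26a1 rose from about 7.04 to 357.2 estimated reads, and Aldh1a1 rose from 66.6 to 122.7. A local fall around vessels, hidden in whole tissue, might still be present and was not tested.

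Xist and Y-linked genes were present together in each library. Libraries of single animals of opposite sex would leave Xist absent from one of them, and its lower value was 7.71. Carry-over of material between these 2 libraries is argued against by the acinar genes other than Cela1, which reached only 0.0608% of their WT FPKM in Postn-DTR, and by Saa1, at 0.318 in WT against 677.3. Pools of male and female mice could give this picture, with a Y-linked median log2 ratio of -1.53 and Xist moving the other way, which would mean relatively more female RNA in Postn-DTR. This cannot be told apart from carry-over from libraries not analysed here, because the labels do not give the sexes or the number of mice. Sex is thus a possible further difference between the libraries.

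Ribosomal protein genes, chosen after their values were seen, moved almost as one. Of 80 genes 79 were higher in Postn-DTR, with a median change of 0.64 and 0 of 10000 matched random lists as high. At equal totals the median was 0.30 with 77 higher. Their share of the summed FPKM was 13.6% in WT and 17.3% in Postn-DTR. A shift of short abundant genes as a class could be suspected, because 82 other protein-coding genes under 1500 bp with a mean FPKM of at least 200 had a median of 0.39, with 63 higher. Fau, Rpl36al and Rps27rt, which the choice by symbol missed, were counted among these. At equal totals the 82 other genes had a median of 0.052 with 44 higher, so their rise depended on the scaling. The ribosomal median exceeded theirs by 0.24. Each scaling moves both medians almost alike, so finding the same difference under every scaling adds no support. As deposited, the 5th percentile of the ribosomal genes was 0.42, above the median of the other genes. The difference as deposited and this percentile argue against a shift of this class as the whole cause. A part in it stays open, and the other genes include inflammation and macrophage genes. A change in the mix of cells, or in the activity of the cells present, was not tested.

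Erythrocyte and immediate early genes were both higher in Postn-DTR, with medians of 1.55 and 1.22. Blood left in the tissue and the time from death to lysis would act on these lists, and no measurement here bears on either.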
